A study of Homo sapiens with 6 samples. Its data were reported in "Functional and Evolutionary Significance of Human MicroRNA Seed Region Mutations" (2014).

How the data were processed

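HEY cells, an established human ovarian cancer cell line, were transfected by the authors with a synthetic miRNA precursor or with a negative control precursor that is not meant to target human mRNAs, and RNA was profiled on Affymetrix HG-U133 Plus 2.0 arrays. These arrays measure each transcript with one or several probe sets, each a group of short probes placed mostly near the 3' end of the mRNA. Before hybridization the RNA was amplified from the 3' end and labeled with biotin. The series holds 3 arrays of treated cells and 3 arrays of negative control cells, and each array was placed in its group by its sample label. The labels of the treated arrays do not name the miRNA. The labels of the control arrays state that they were analyzed with M14, the miR-429 derivative that carries the seed region of miR-141, so that the treated arrays are likely the M14 transfections, and this rests on the control labels alone. According to the methods the replicates were triplicate wells, and the p-values therefore measure the spread between wells, which may be largely technical. The methods do not state whether the wells were handled together.

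The deposited values are on a log2 scale. The authors checked the quality of the raw arrays and then processed the treated and the control arrays together by GCRMA, which subtracts a background estimated from probe sequence, equalizes the distributions of the arrays by quantile normalization and summarizes the probes of each probe set. The version of GCRMA is not given in the sources used here. The table covered 54675 probe sets with values from 0.50 to 14.5. Its values were not centered per gene, and the median over all probe sets was 2.79, 2.79 and 2.78 in the treated arrays and 2.81, 2.78 and 2.70 in the control arrays. GCRMA gives low values little meaning, since they lie close to the background, and compresses the differences of very bright probe sets. The present and absent calls with which the study filtered probe sets were not used here. Arrays have no count of molecules, and the number of arrays limits the precision.

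Gene symbols came from the annotation of the array platform, which is several years old, and were updated through the Entrez gene identifier for 41043 probe sets. A unique gene was named for 41097 probe sets, several genes were named for 1801 and none for 11777. Probe sets with several genes or with none were left out of the tests of genes. A probe set was kept where its log2 value was above 4 in at least 3 of the 6 arrays, which stands in for the study's filter. This left 21634 probe sets, of which 18504 named a unique gene. Each gene was represented by its probe set with the highest mean over the 6 arrays, and 10231 genes were tested.

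Treated and control arrays were compared with lmFit and eBayes of limma (version 3.58.1, in R 4.3.3), two-sided and with no covariates or pairing. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called differentially expressed at an adjusted p under 0.02, which corresponds to the false discovery rate of 2% used in the study, and changes of at least 2-fold (1 on the log2 scale) were counted separately. The SAM statistic of the study was computed as an alternative from all 20 assignments of the labels. All changes are treated minus control. Where the lower group had a mean under 4, the change was also computed with values under 4 set to 4, and is given as "at least" that value.

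Before the data were examined, 27 gene lists were fixed from textbook knowledge. They comprised literature targets of the miR-141/200a, miR-200b and miR-429 and miR-205 seeds, epithelial and mesenchymal genes, signaling and stress pathways, cell cycle, apoptosis, miRNA machinery, metabolism, ribosomal proteins, and markers of neurons, leukocytes, endothelium and fibroblasts. Also fixed at that time were the main fit, its thresholds and most alternatives. Members that rose or fell are those past the threshold over all genes tested, and the count adjusted over the list alone is given for called lists. Each list with more than 1 tested gene was compared with the other genes by camera in limma, with a preset correlation between genes of 0.01 and again with an estimated correlation, and was called at an adjusted p under 0.05 over the lists. The fry test, which asks whether the genes of a list move on balance in a single direction, was run beside it.

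The genes named follow a rule that was fixed with the lists. It takes the 10 largest rises and the 10 largest falls among genes past the threshold whose treated and control arrays did not overlap. Genes were ranked on the measured difference, so that the rank of a gene whose lower group lies under 4 is not settled. It always takes ZEB1, ZEB2, CDH1, EPCAM, VIM, TGFB2, KEAP1 and CTNNB1, and another gene of the rule is not reported here. For each list it takes up to 4 members past the threshold with the largest change. Genes named outside this rule were chosen after their values were seen, and the text says so where they appear.

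The alternatives were a threshold of 0.05, SAM, limma with an intensity trend and robust variance, a test without variance moderation, 3 other filters on low values, values under 4 set to 4, 2 other choices of probe sets, 3 rescalings of the arrays (median centering, quantile normalization and cyclic loess of the tested genes), array weights, the replicate number as a block, and leaving out each array in turn. The last was also run with the genes and probe sets of the main fit held, which was chosen after the data were seen. Array quality was described from the control probe sets, with exact two-sided permutation tests, which with 3 arrays in each group cannot give a p below 0.1, and some of these control probe sets are not reported here. The scripts were tested on simulated data with the real spread of the 10231 genes. Of simulated changes of 0.5, 1 and 2 on the log2 scale, 23.9%, 73.1% and 95.5% were recovered by limma, and 3.03% of its calls were false. Only 67, 67 and 66 genes were given these changes, far fewer than the 3221 called in the real data. The adjustment of p-values depends on how many genes change, so these rates need not hold for the real fit. Of 5 simulated lists shifted by 0.5 all 5 were called, and of 15 unshifted lists 1 was called. The genes were simulated as independent of each other, so this cannot show how often camera calls unshifted lists of correlated genes. The planned comparison of genes with and without a 3' UTR site for the M14 seed was not run, since transcript sequences were not used here. For the same reason no genomic positions are given.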

Results

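The expression of 54675 probe sets was measured in HEY ovarian cancer cells after transfection with a miRNA precursor (treated, n = 3 arrays) and after transfection with a negative control miRNA (n = 3 arrays). The study asked how changes in the seed region of a miRNA, the short stretch near its 5' end that pairs with target mRNAs, alter the set of genes that respond to it. M14, the miRNA named in the labels of the control arrays, shares its seed region with miR-141 and the rest of its sequence with miR-429. Both natural miRNAs belong to the miR-200 family, which represses the transcription factors ZEB1 and ZEB2 and is associated with the epithelial state. The comparison reported here therefore addresses which genes differ between cells that received the treated precursor, likely M14, and cells that received the control.

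The arrays of each group were very similar to each other. Pearson correlations over all probe sets were 0.9975 to 0.9980 between treated arrays, 0.9957 to 0.9974 between control arrays, and 0.9895 to 0.9924 between arrays of different groups. These correlations are across probe sets, which are not independent replicates. The first principal component held 80.2% of the variance and separated treated from control arrays, and the second held 7.60%. The median SD of a gene between replicates was 0.114 in treated and 0.128 in control arrays (log2, n = 3 each). Between 38.1% and 39.6% of the probe sets of each array had a log2 value above 4.

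The control probe sets differed between the groups. The signal of GAPDH probe sets at the 3' end minus that at the 5' end, which grows as RNA is shortened or copied incompletely, was 1.48 ± 0.09 in treated and 1.13 ± 0.03 in control arrays (log2, SD, n = 3, exact two-sided permutation p = 0.1, the smallest possible). For ACTB this difference was 7.46 ± 0.41 in treated and 6.83 ± 0.27 in control arrays (SD, n = 3, exact permutation p = 0.2). A probe set for 18S ribosomal RNA had a log2 signal of 9.69 ± 0.13 in treated and 10.92 ± 0.23 in control arrays (SD, n = 3, exact permutation p = 0.1). After adjustment over the 19 quality measures the exact permutation p was 0.146 for GAPDH and 18S ribosomal RNA and 0.224 for ACTB. The hybridization spike BioB had a log2 signal of 10.23 ± 0.18 in treated and 10.76 ± 0.41 in control arrays. These differences run along the same split of the arrays as every gene and gene list described here.

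Treated cells differed from control cells in most of the tested epithelial genes and in genes of the response to hypoxia and of cytokine signaling. Of 42 ribosomal protein genes 8 were called, all lower, a smaller share than the 31.5% called among all genes tested. The cell cycle lists had few significantly changed members. As lists the epithelial, hypoxia, cytokine and ribosomal groups were called by camera with the preset correlation, but not with an estimated correlation (adjusted p = 0.445 to 0.476). The epithelial call was also lost with no filter on low values (median 0.12) and with a stricter filter (median 0.65, against 0.71 in the main test). The NF-kB call was lost under each of the 3 rescalings. Its median was then -0.79 to -0.84, against -0.72 as deposited, and 11 of 17 genes fell in each. Among the largest rises was that of ZBED2, a zinc finger transcription factor of epithelial cells, with a log2 signal of 8.30 ± 0.09 in treated and 2.09 ± 0.49 in control arrays (SD, n = 3). SCEL, which encodes sciellin, a protein of the cornified envelope, rose from 5.99 ± 0.69 to 10.53 ± 0.18. Among the largest falls were those of MOBP, named for a protein of myelin, from 7.61 ± 0.10 to 2.63 ± 0.36, and of EPPK1, which encodes the cytoskeletal linker epiplakin, from 8.46 ± 0.45 to 4.53 ± 0.16. ZEB1, ZEB2, TGFB2 and KEAP1, all known targets of the miR-141 seed, were lower in treated cells. Of the 19 tested literature targets of miR-141/200a 10 fell and 2 rose, the latter being HDAC4 (2.11) and CTNNB1 (0.52). The calls of ZEB1, ZEB2, KEAP1 and CTNNB1 were lost when some single arrays were left out.

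Of the 10231 genes tested, 3221 (31.5%) were differentially expressed in limma at an adjusted p under 0.02, of which 2046 were higher and 1175 lower in treated cells. Among them 670 had changed at least 2-fold, 489 upward and 181 downward, so that 73.0% of these larger changes were rises. The share of rises depended on the scaling of the arrays. Among all called genes it was 63.5% with the values as deposited, 53% after median centering, 50.0% after quantile normalization and 52.9% after cyclic loess, and among genes changed at least 2-fold it was 65.6%, 59.8% and 64.0% after these scalings. With all probe sets in place of one probe set per gene, 710 genes rose and 533 fell at least 2-fold on some probe set. A gene with probe sets of both kinds counts on both sides. At the threshold, whatever the size of the change, 214 genes were called in both directions on different probe sets. The median absolute change of the called genes was 0.66 on the log2 scale. All 3 treated arrays lay on the same side of all 3 control arrays in 5678 genes (55.5%), where chance gives 10%. The number of genes called was 5492 with SAM at the same false discovery rate, which included all 3221, and 1290 without variance moderation. Without treated replicate 2 it was 1875 and without treated replicate 3 it was 2072, with the filter and the choice of probe set applied again, and 1974 and 2155 with the genes and probe sets held, an alternative chosen after seeing the data.

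ZBED2 rose by 6.21 on the log2 scale (SE 0.21, adjusted p = 2.8e-06), or by at least 4.30 when the control signal, which was near background, was set to 4. The rise of SCEL was 4.54 (SE 0.30, adjusted p = 3.6e-05). ITGB8, an integrin subunit that takes part in the activation of latent TGF-beta, rose by at least 2.28 from a control signal of 1.92 ± 0.06 to 6.28 ± 0.27. ESRP1, a splicing factor of epithelial cells that is repressed by ZEB1, rose by 3.76 (SE 0.18, adjusted p = 1.1e-05), and by at least 0.50 on its other probe set past the filter. RGCC, a regulator of the cell cycle, rose by 3.63, the fatty acid elongase gene ELOVL7 by 3.46 and FRMD5, which encodes a FERM domain protein of cell junctions, by 3.46 (2.20 on another probe set). SCN2A, a sodium channel gene, rose by at least 2.46. MIR210HG, the host transcript of the hypoxia-induced miR-210, rose by at least 2.74, and ANGPTL4, a secreted inhibitor of lipoprotein lipase that hypoxia induces, by at least 2.37. All treated arrays lay above all control arrays in these 10 genes, which the rule for naming them required.

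**Figure D1:**
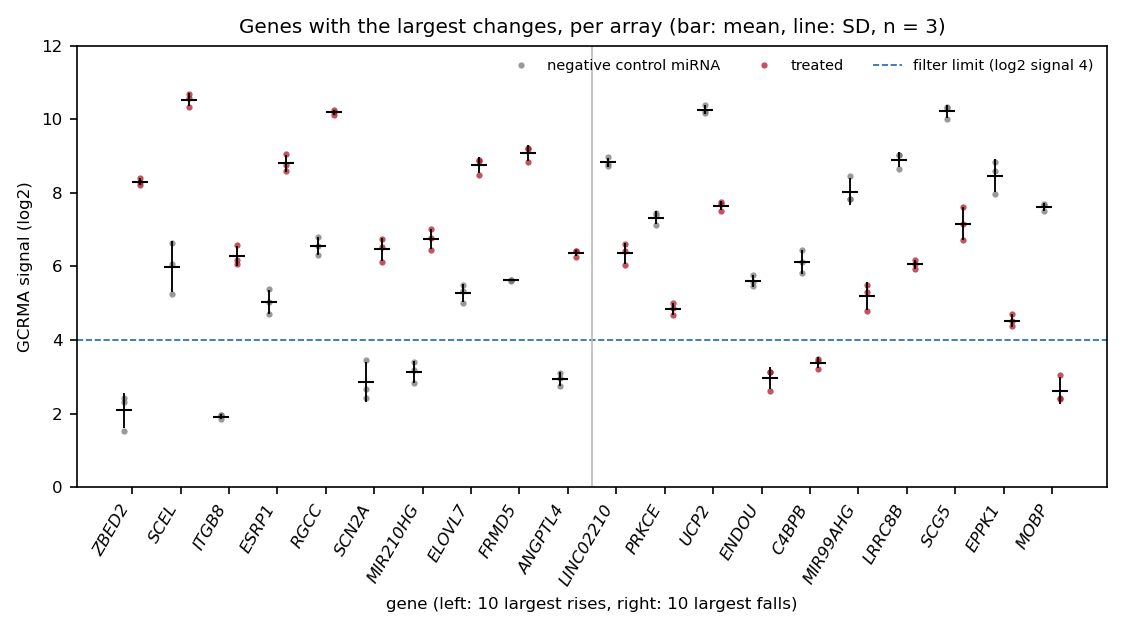
Log2 GCRMA signal (vertical axis) of the 10 genes with the largest measured rises (left) and the 10 with the largest measured falls (right) in the 3 treated arrays (red points) and the 3 negative control arrays (gray points), where bars are means, vertical lines are SDs and the dashed line is the filter limit of 4. The genes were chosen among those whose treated and control arrays did not overlap. The lower group of ZBED2, ITGB8, SCN2A, MIR210HG, ANGPTL4, ENDOU, C4BPB and MOBP lay below the limit. Their changes are therefore bounds and their place among the largest is not settled.

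Among the falls, MOBP decreased by 4.98 (SE 0.17, adjusted p = 2.8e-06), or by at least 3.61 against a limit of 4. This rests on 1 of its 5 probe sets, since the other 4 had mean signals under 1.79 in both groups. EPPK1 fell by 3.93 (SE 0.21, adjusted p = 1.6e-05) and SCG5, which encodes a chaperone of the secretory granule, by 3.05. LRRC8B, a subunit of volume-regulated anion channels, fell by 2.85 (and on another probe set fell by at least 1.58), and MIR99AHG, a host transcript of miR-99a and let-7c, fell by 2.84. The complement regulator gene C4BPB fell by at least 2.13 and the endoribonuclease gene ENDOU by at least 1.60. UCP2, a carrier of the inner mitochondrial membrane, fell by 2.60, PRKCE, which encodes protein kinase C epsilon, by 2.48 (-0.94 on another probe set), and the non-coding transcript LINC02210 fell by 2.47, although its other probe set past the filter changed by -0.06 and did not pass. All 3 treated arrays lay below all 3 control arrays in these genes, which the rule for naming them required.

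Literature targets of miR-141/200a were lower in treated cells as a group. Of 19 tested genes 10 fell, 2 rose and 7 did not pass, with a median change of -0.40, and adjusted over the list alone 12 fell and 2 rose. PHLPP2, a phosphatase that acts on AKT, fell by 1.81, from 9.07 ± 0.17 to 7.26 ± 0.27. TGFB2, a ligand of the TGF-beta family, fell by 1.80 (SE 0.08, adjusted p = 7.8e-06), and KEAP1, the repressor of the oxidative stress factor NRF2, fell by 0.88 (SE 0.18, adjusted p = 0.0062). ZEB2 fell by 0.79 (SE 0.18, adjusted p = 0.0089), with -0.44 on another probe set. ZEB1 fell by 0.43 (SE 0.10, adjusted p = 0.011) on its brightest probe set, which had a mean of 11.90 in control arrays, and by 1.42 and 0.84 on 2 dimmer probe sets. HDAC4, a histone deacetylase on the same list, went the opposite way and rose by 2.11. CTNNB1, which encodes beta-catenin, rose by 0.52 (SE 0.13, adjusted p = 0.015), whereas another of its probe sets changed by -0.32 and did not pass. The calls of ZEB1, ZEB2, KEAP1 and CTNNB1 were each lost when some single arrays were left out, with adjusted p of up to 0.0363, 0.0315, 0.0256 and 0.0546 with the genes and probe sets held. In camera the list was lower than other genes (adjusted p = 0.0057 with the preset correlation), and this call was lost with an estimated correlation between genes (adjusted p = 0.445).

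Literature targets of the related seeds were not called as lists by camera. For miR-200b and miR-429, whose seed differs from that of miR-141 by a single base, 11 of 36 tested genes rose, 4 fell and 21 did not pass, with a median change of 0.20 (camera adjusted p = 0.248). In fry, which does not compare a list with other genes, this list was higher (adjusted p = 0.0045). BCL2, an inhibitor of apoptosis, rose by 1.74, the Notch ligand gene JAG1 by 1.34 and the receptor phosphatase gene PTPRD by 1.04, the last with a change of 0.07 that did not pass on another probe set. For miR-205, 4 of 14 tested genes fell, 1 rose and 9 did not pass, with a median of -0.09 (camera adjusted p = 0.552, fry adjusted p = 0.0905). Here PRKCE fell by 2.48 (-0.94 on another probe set) and VEGFA rose by 1.58. The difference between the 3 target lists was not itself tested, and ZEB1 and ZEB2 belong to all 3.

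Most of the measurable epithelial genes rose. Of 39 genes on the list 11 were tested, of which 8 rose, 1 fell and 2 did not pass, with a median change of 0.71. With no filter on low values the median of the list was 0.12, and members such as PKP3 and SPINT2 passed the filter through their treated arrays alone. Besides ESRP1, PATJ, a component of the Crumbs polarity complex, rose by 2.92. PKP3, which encodes the desmosomal protein plakophilin 3, rose by at least 1.64, and SPINT2, an inhibitor of serine proteases, by at least 1.28. The tight junction gene OCLN, chosen after its value was seen as the only member to fall, decreased by 1.23 (adjusted p = 0.00015). CDH1, which encodes the adhesion protein E-cadherin, remained below the filter with mean signals of 1.81 ± 0.07 in treated and 1.92 ± 0.16 in control arrays, and EPCAM, an epithelial adhesion molecule, had 2.64 ± 0.32 and 1.97 ± 0.02. The list was higher than other genes in camera (adjusted p = 0.0097), but not with an estimated correlation (adjusted p = 0.445). The call was also lost when any of the 3 treated arrays was left out and the filter applied again (adjusted p = 0.10 without treated replicate 1, 0.0624 without replicate 2 and 0.0816 without replicate 3), although not with the tested genes held (0.0182, 0.0059 and 0.0084). It was lost without a filter on low values (0.0743) and with a limit of 6 in place of 4 (0.0725), over a range of 0.0027 to 0.10 in the alternatives with the preset correlation.

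Mesenchymal genes did not fall together. Of 26 tested genes 10 rose, 3 fell and 13 did not pass, with a median of 0.25 (camera adjusted p = 0.113). In fry the list was higher (adjusted p = 0.0010). The collagen genes COL5A1, COL6A2 and COL6A1 rose by 1.40, 1.36 and 1.25, and FBN1, which encodes the microfibril protein fibrillin 1, rose by 1.40. VIM, the mesenchymal intermediate filament vimentin, had 12.91 ± 0.08 in treated and 13.14 ± 0.04 in control arrays, a change of -0.23 that did not pass (adjusted p = 0.054).

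In the list of hypoxia and glycolysis genes rises were more frequent than falls. Of 26 tested genes 14 rose, 7 of them at least 2-fold, 1 fell and 11 did not pass, with a median change of 0.44, and adjusted over the list alone 15 rose and 1 fell. After ANGPTL4 the largest rises were in VEGFA, the angiogenic growth factor (1.58, SE 0.17, adjusted p = 0.00033), NDRG1, a stress-responsive gene (1.48), and PDK1 (1.34). PDK1 is a kinase that restrains the use of pyruvate in the mitochondria. Glycolytic enzyme genes were among those that did not pass, such as LDHA, lactate dehydrogenase A, which changed by 0.15 (adjusted p = 0.167) and was chosen after its value was seen. The treated arrays of this list were also those with the larger 3' minus 5' difference of GAPDH (1.48 against 1.13). The list was higher than other genes in camera (adjusted p = 0.0047), and the call was lost with an estimated correlation (adjusted p = 0.476).

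NF-kB and cytokine genes were lower in treated cells. Of 17 tested genes 11 fell, 4 rose and 2 did not pass, with a median of -0.72, and the counts adjusted over the list alone were also 11 and 4. CXCL8, which encodes the chemokine interleukin 8, fell by 1.79 (SE 0.22, adjusted p = 0.00056), NFKBIA, the inhibitor of NF-kB, by 1.05, and the chemokine gene CXCL3 by 0.94. The adhesion molecule gene ICAM1 rose by at least 1.52. Camera gave an adjusted p of 0.0217, and 0.445 with an estimated correlation. Rescaling also ended the call, with an adjusted p of 0.0564 after median centering, 0.0849 after quantile normalization and 0.0597 after cyclic loess, within a range of 0.0022 to 0.0849 over the alternatives with the preset correlation. The median after these rescalings was -0.79, -0.84 and -0.79, and 11 of the 17 genes fell in each.

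Among genes of cytosolic ribosomal proteins falls were more frequent than rises. Of 42 tested genes 8 fell, none rose and 34 did not pass, with a median change of -0.13, and adjusted over the list alone 6 fell. RPS9 fell by 0.69, RPL35 by 0.50, RPS15 by 0.43 and RPL19 by 0.42. Another probe set of RPS9 changed by -0.16 and did not pass. In 26 of the 42 genes all treated arrays were below all control arrays, and in 1 they were above. Among all genes tested the arrays lay apart, in either direction, in 55.5%. Camera gave an adjusted p of 0.00016, and 0.476 with an estimated correlation. Ribosomal protein genes have many processed pseudogenes, whose transcripts the probes may share.

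The other pathway lists were not called by camera in the main test. Without the filter on low values the Wnt list was called (adjusted p = 0.0185), and oxidative phosphorylation was called after median centering (0.0399) and without control replicate 2 (0.0409). Among immediate early genes 6 of 18 rose and 4 fell (median 0.04, camera adjusted p = 0.863). MYC, the transcription factor that drives growth and ribosome production, fell by 1.94 (SE 0.13, adjusted p = 3.3e-05) and FOSB by 1.14, while the MAP kinase phosphatase gene DUSP4 rose by 1.71 and ZFP36, which encodes an mRNA-destabilizing protein, rose by at least 0.71. In the Wnt pathway 8 of 22 genes rose and 2 fell (median 0.31, adjusted p = 0.228), and the receptor gene FZD5 rose by 1.66. In the TGF-beta pathway 5 of 23 rose and 3 fell (adjusted p = 0.977), with BMPR2 up by 1.11 (-0.08 on another probe set) and LTBP1 by 1.01, and the median of 0.05 had the opposite sign to the camera test. Among YAP/TEAD target genes 2 of 19 rose and 4 fell (adjusted p = 0.554), with PTPN14 up by 0.88 and GADD45B down by 0.52 (log2 change of -0.52). Of 17 NRF2 target genes 5 fell and 1 rose (median -0.09, adjusted p = 0.0741). PGD, an enzyme of the pentose phosphate pathway, fell by 0.83 and SLC7A11, a cystine transporter gene, rose by 0.61. Of 22 interferon response genes 4 rose and none fell (adjusted p = 0.484), the largest change being that of OAS3 (1.19).

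Most stress and cell death genes did not pass, and those that did changed in both directions. Of 26 genes of the unfolded protein response 5 rose and 2 fell (adjusted p = 0.794), with DNAJB9, a chaperone of the endoplasmic reticulum, up by 1.09. Of 13 heat shock genes 1 rose and 2 fell (adjusted p = 0.794), and the small heat shock protein gene HSPB1 fell by 1.33. Among 22 p53 target genes 1 rose and 2 fell (adjusted p = 0.977), and the death receptor gene FAS rose by 0.65 (0.38 to 1.08 on its other probe sets past the filter) while TP53I3 fell by 0.82. Of 21 apoptosis regulators 6 rose and 2 fell (adjusted p = 0.863), with BCL2 up by 1.74 and the pro-apoptotic BID down (log2 change of -1.11).

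Cell cycle genes were mostly not called. In the list for S phase and DNA replication 5 of 37 genes fell, 1 rose and 31 did not pass (median -0.03, adjusted p = 0.228), and CCNE1, which encodes cyclin E1, fell by 1.24. In the list for G2 and mitosis 3 of 40 fell, 2 rose and 35 did not pass (median 0.17, adjusted p = 0.555), and the phosphatase gene CDC25B fell by 0.92. Among 25 genes of the miRNA machinery 6 rose and 3 fell (adjusted p = 0.977). AGO2, the argonaute protein that cleaves paired targets, fell by 1.01, whereas PAN2, a subunit of a deadenylase, rose by 1.20, AGO4 by 0.89 and AGO3 by 0.80. Other AGO3 probe sets past the filter changed by 1.00, 0.28 and -0.26, and only the first of these passed the threshold. Of 40 oxidative phosphorylation genes 2 fell and 1 rose (median -0.05, adjusted p = 0.0741), with NDUFA2 lower by 0.72 (log2 change of -0.72) and NDUFA6 higher by 0.80. Of 15 cholesterol synthesis genes 2 fell and 1 rose (adjusted p = 0.977), and FDPS fell by 0.38.

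Few markers of other cell types passed the filter. Of 19 leukocyte markers the actin-bundling gene LCP1, which many carcinoma lines also express, was the only one tested, and it rose by 3.20 (SE 0.17, adjusted p = 1.7e-05). Of 14 endothelial markers 6 were tested and 1 rose (adjusted p = 0.399), the receptor gene KDR by 0.98. The call of KDR was lost when some single arrays were left out, with adjusted p of up to 0.0320 with the genes and probe sets held. After quantile normalization or cyclic loess none of the 6 rose past the threshold. Of 14 fibroblast markers 4 were tested, of which FBLN1 and COL1A1 rose by 1.07 and 0.47 and MFAP5 fell (adjusted p of the list = 0.977). MFAP5 fell by at least 1.29, and by at least 0.71 on another probe set. COL1A1 had -0.18 on another probe set. Its call was also lost when some single arrays were left out, with adjusted p of up to 0.0490 with the genes and probe sets held. Of 15 neuron markers 4 were tested, of which MAP2 rose by 0.97 and GAP43 fell by 1.48 (adjusted p of the list = 0.977).

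**Figure D2:**
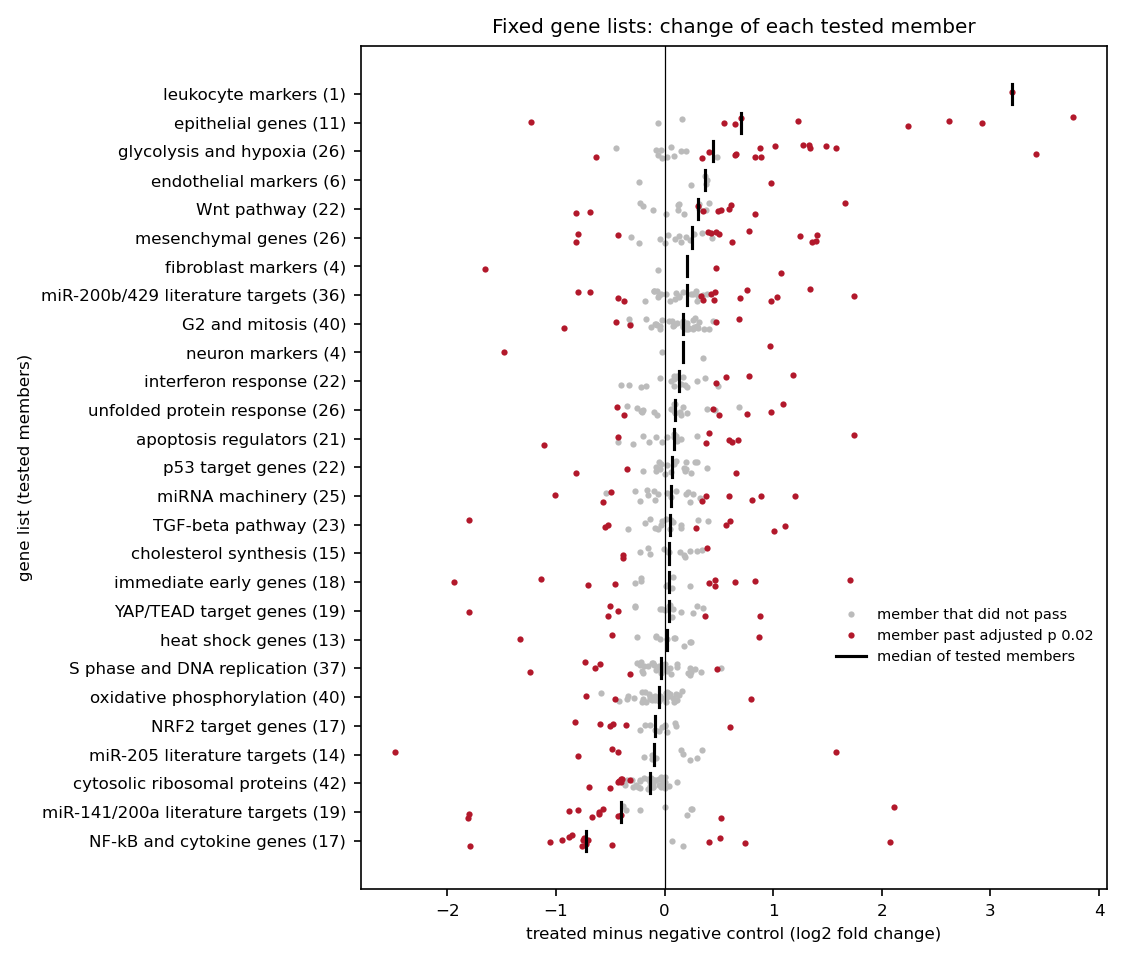
Change of each tested member (points) of the 27 gene lists, as treated minus control on the log2 scale (horizontal axis), with the number of tested members in parentheses after each list. Red points passed an adjusted p of 0.02, gray points did not and black bars are medians, which ran from -0.72 for NF-kB and cytokine genes to 0.71 for epithelial genes (0.12 with no filter on low values) among the lists with more than 1 tested gene.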

Values the study reported

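For HEY cells that received M14, the study listed 11277 genes with significant differential expression, and for those that received miR-429 it listed 5229. The lists of such genes overlapped by 85% between repeated miR-429 transfections. The overlap was 56% when miR-429 was set against derivatives with a single changed seed nucleotide.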

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

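The test in this part was chosen after the data were seen. Of the 2236 probe sets without a gene name that passed the filter 23 are controls of the array and were left out. Of the other 2213 probe sets 574 were past the threshold in limma, 305 higher and 269 lower in treated cells, and 218 had changed at least 2-fold. These were 129 rises and 89 falls, and they stand out because they belong to data that the comparisons of named genes do not use.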

How the results depend on the processing

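Of 2153 comparisons of a named gene with an alternative, 1963 kept direction and side of the threshold, 182 lost the call, 3 gained it and 5 reversed, and 59 of 110 named genes kept both in every alternative. Leaving out an array ended the call of 31 named genes, or of 30 with the probe sets held. The reversals all came from choosing the probe set by mean over SD, which gave COL1A1 -0.18, ME1 0.12, MKI67 -0.0082, BMPR2 -0.080 and AGO3 -0.26, and they show probe sets of a gene that disagree. The count of 3221 genes became 5492 with SAM and 1290 without variance moderation. The count of 670 genes changed at least 2-fold became 431 without variance moderation and 1233 with all probe sets, where 18504 probe sets were tested. Leaving out each array in turn gave 1875 to 3055 genes, 577 to 752 genes changed at least 2-fold and 4 to 6 called lists. The low counts were 1875 without treated replicate 2 and 2072 without treated replicate 3, where the filter and the choice of probe set were applied again and fewer arrays were fitted, and with the genes and probe sets held the range was 1974 to 3079. With an estimated correlation 0 lists were called in place of 5, and fry, which does not compare a list with other genes, called 15. Of 100 comparisons of a called list with an alternative 87 kept the call and 13 lost it, and of 420 comparisons of an uncalled list 407 stayed uncalled and 13 gained a call. The lists of miR-141/200a targets, hypoxia and ribosomal proteins kept their calls in all 18 alternatives with the preset correlation, the epithelial list in 13 and the NF-kB list in 15. Under each rescaling the median changed sign for immediate early, TGF-beta, YAP/TEAD, heat shock, cholesterol and miRNA machinery genes, none of them called.

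With the replicate number as a block 3373 genes were called, of which 2980 were among the 3221, together with 669 changed at least 2-fold and 5 lists. The deviations of same-numbered arrays correlated at 0.345, 0.187 and 0.0038, and pairs with different numbers at -0.409 to 0.283. These ranges overlap, and so few pairs cannot decide whether same-numbered arrays were handled together. Not every array correlated best with its own number. Signal over background limits what was measured, since values under 4 give only bounds. The comparison of genes by 3' UTR sites and its alternatives were not run.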

Other observations

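The gene families in this part, the second lists of HIF and MYC targets and the restriction to bright genes were chosen after the main values were seen. Families were formed from symbols that share a stem. The replication-dependent histone genes, which this rule does not group, were added as a family by hand after the values were seen. In all 155 families with at least 8 tested genes were compared by camera. Replication-dependent histone genes, which encode the nucleosome proteins made in S phase, were lower in treated cells: 10 of 14 tested genes fell and none rose, with a median change of -0.75 (camera adjusted p = 5.2e-05, and 0.865 with an estimated correlation). The control probe set for ribosomal RNA was lower in the same treated arrays (9.69 ± 0.13, against 10.92 ± 0.23 in control arrays, log2, SD). Whether the histone falls share a technical origin with that difference was not tested. Among the histone genes H2BC21 fell by 1.88, H1-2 by 1.57, H2BC12L by 1.23 and H2BC5 by 1.02. Many of these genes are near-identical copies whose probes may be shared, in which case the number of separate falls would be smaller, and the count of 10 was the same under each of the 3 rescalings, including quantile normalization with a share of rises of 59.8%. Genes of RNA polymerase subunits were also lower, with 10 of 31 falling and none rising (median -0.23, adjusted p = 0.0113, and 0.865 with an estimated correlation), among them POLR3K by 0.90 and POLR1E by 0.81. Of 50 genes of the large mitochondrial ribosomal subunit 9 fell and 1 rose (median -0.18, adjusted p = 0.0011, and 0.865 with an estimated correlation).

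Collagen genes went the other way. Of 17 tested genes 10 rose and 1 fell (median 0.47, camera adjusted p = 0.0113, and 0.865 with an estimated correlation), and the median stayed at 0.40 to 0.41 under the 3 rescalings. COL8A1 rose by at least 1.37 from a control signal of 2.18 ± 0.22, near background, COL4A5 by 1.20, COL13A1 by 1.08 and COL18A1 by 1.01, while COL12A1 fell by 0.63.

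More genes rose than fell at least 2-fold (73.0% rises). Noise near background is argued against, since among genes with a mean above 8 on the log2 scale the share of rises was 72.0% (175 up and 68 down). Scaling between arrays stays open, because the lowest share under the 3 rescalings was 59.8%, between the values that would have decided. Bias or cross-hybridization of single probe sets stays open too, as 82.7% of 284 second probe sets of the risen genes went the same way, while with all probe sets 710 genes rose and 533 fell at least 2-fold, a more even split, and the 3' minus 5' difference of GAPDH was larger in treated arrays. Relief of other mRNAs from repression by native miRNAs, or effects downstream of the transfected miRNA, may contribute and were not tested.

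Of the hypoxia and glycolysis list 14 of 26 genes rose. A broad response of HIF targets is a candidate explanation, since in a second list with no member of the first 19 of 33 tested genes rose (57.6%) and none fell, against 20% rises among all genes (camera p = 6.9e-07, and 0.0518 with an estimated correlation). They included P4HA2 (1.45), CA12 (1.36) and RRAGD (at least 0.98). A difference in culture between the wells, such as cell density or oxygen, cannot be told apart from an effect of the miRNA, because 0 treated arrays lay within the range of the controls in the mean of the first list (11.39 ± 0.05 in treated and 10.78 ± 0.06 in control arrays), as both would give. The series holds no arrays that separate the culture from the treatment.

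Of 42 ribosomal protein genes 8 fell and none rose, and the list was lower in camera with the preset correlation only. A shift of all highly expressed genes is argued against, since the median of -0.13 was at percentile 0 of 10000 lists matched on mean expression, whose central 95% ran from -0.019 to 0.081. Scaling is argued against as well, as the list stayed lower with a highest adjusted p of 0.0325 over the 3 rescalings (0.476 with an estimated correlation). Lower activity of MYC may contribute and stays open. In a second list, of MYC targets, 12 of 34 fell (35.3%) and 1 rose, against 11.5% falls among all genes (camera p = 2.6e-06, and 0.0709 with an estimated correlation). The falls included SUPV3L1 by 0.93 and MRTO4 by 0.88. This list mixes genes of ribosome production with others, such as ODC1 and CDK4, which were also among the falls. Its ribosome production genes NPM1 and NCL changed by 0.03 and -0.0081 and did not pass. Less complete RNA in the treated arrays was not tested for these short mRNAs.

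Each of the 10 splits of the 6 arrays into 3 and 3 was fitted in the same way. The real split gave 3221 genes, 670 changed at least 2-fold and 5 lists, and the highest of the other splits gave 0, 0 and 2. In each case 1 split, the real one, reached the result, and 10 splits are too few for a share under 0.05. Every other split mixes treated and control arrays, so a difference between the real groups widens its spread and lowers its counts. The low counts therefore do not show how many genes would be called without a difference.

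At the false discovery rate of the study, SAM called 5492 genes and limma 3221. Both are lower than the value quoted from the study above for M14. A lower count was fixed in advance, because the 10231 genes tested here are themselves fewer than that value, and the counts therefore say nothing about agreement.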
